# Extracellular vesicle microRNAs contribute to Notch signaling pathway in T-cell acute lymphoblastic leukemia

**DOI:** 10.1186/s12943-022-01698-3

**Published:** 2022-12-22

**Authors:** Tommaso Colangelo, Patrizio Panelli, Francesco Mazzarelli, Francesco Tamiro, Valentina Melocchi, Elisabetta De Santis, Roberto Cuttano, Orazio Palumbo, Giovanni Rossi, Fabrizio Bianchi, Vincenzo Giambra

**Keywords:** T-cell acute lymphoblastic leukemia, microRNAs, Exosomes, Extracellular vesicles, Gene expression

## Abstract

T-cell acute lymphoblastic leukemia (T-ALL) is an aggressive T-cell malignancy characterized by genotypically-defined and phenotypically divergent cell populations, governed by adaptive landscapes. Clonal expansions are associated to genetic and epigenetic events, and modulation of external stimuli that affect the hierarchical structure of subclones and support the dynamics of leukemic subsets. Recently, small extracellular vesicles (sEV) such as exosomes were also shown to play a role in leukemia. Here, by coupling miRNome, bulk and single cell transcriptome profiling, we found that T-ALL-secreted sEV contain NOTCH1-dependent microRNAs (EV-miRs), which control oncogenic pathways acting as autocrine stimuli and ultimately promoting the expansion/survival of highly proliferative cell subsets of human T-cell leukemias. Of interest, we found that NOTCH1-dependent EV-miRs mostly comprised members of miR-17-92a cluster and paralogues, which rescued in vitro the proliferation of T-ALL cells blocked by γ-secretase inhibitors (GSI) an regulated a network of genes characterizing patients with relapsed/refractory early T-cell progenitor (ETP) ALLs. All these findings suggest that NOTCH1 dependent EV-miRs may sustain the growth/survival of immunophenotypically defined cell populations, altering the cell heterogeneity and the dynamics of T-cell leukemias in response to conventional therapies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-022-01698-3.

## Background

Acute lymphoblastic leukemia or ALL, is an aggressive malignancy of immature lymphocytes with about 15–20% of cases of T lineage (T-ALL). It is the most common type of cancer in children, but also affects adults with incidences of ~ 30 new cases per 1,000,000 per year [1]. Pediatric T-ALL is largely curable with intensive chemotherapy, but there are significant side effects and ~ 20% of patients suffer relapse. In contrast, adult T-ALL is characterized by a 5-year overall survival of ~ 40% [2].

T-ALL is the result of a malignant alteration of hematopoietic progenitors during T-cell development. A relevant oncogenic pathway involved in T-cell transformation is the NOTCH1 signaling pathway with over 50% of human T-ALL carrying activating mutations of NOTCH1 gene [3, 4].

Recently, small extracellular vesicles (sEV) such as exosomes were reported to contribute to leukemic progression [5, 6]. sEV were shown to reprogram the bone-marrow microenvironment [7], dampen anti-leukemia immune response [8] and promote drug resistance [9]. sEV exert such molecular and cellular functions by transferring molecular information from cancer cells to proximal and/or to distant body districts, including pro-metastatic niche [10]. Importantly, in T-ALL a miRNA-tumor suppressor gene network drives the malignant transformation of T-cell progenitors [11, 12] and cooperates with NOTCH1-driven T-ALL [13–17]. However, the precise role of sEV and miRNA cargo in NOTCH1-driven T-ALL remains elusive. Here, we tackle this issue and present new evidences supporting a central role for EV-miRs in the progression of NOTCH1-driven T-ALL.

## Results and discussion

The molecular characteristics of sEV in T-ALL were initially explored in CUTLL1 cell line, a well-characterized human T-cell lymphoma cell line derived from a pleural effusion in a pediatric patient with T-ALL at relapse, with aberrant NOTCH1 activation and strongly sensitive to γ-secretase inhibitors [18]. CUTLL1 cells were lentivirally transduced to constitutively express a dominant-negative form of Mastermind-like protein 1 (dnMAM) to shutdown NOTCH1 signalling, or an empty vector as a control. Indeed, several NOTCH1 target genes were strongly reduced under dnMAM condition (Fig. 1A, B; Fig. S1A). Next, we analyzed size distribution, morphology, quantities of sEV released from CUTLL1-CTRL and CUTLL1-dnMAM cells by nanoparticle-tracking (NTA), TEM, and WB analyses using sEV markers (Fig. 1C-D; Fig. S1B-C). Overall, the prevalent size of sEV matched with expected exosome size distribution (i.e., ~ 30-150 nm; Fig. 1C) and sEV concentration was significantly increased in dnMAM cells (Fig. 1C) in line with previous results showing that a deranged NOTCH signaling in T cells induces a dramatic increase in exosomes release [19]. We detected a total of 318 miRNAs (Fig. 1E; Table S1) by whole-miRNA expression profiling of CUTTL1 cells of which 73 also detected in sEV (i.e., Common-miRs; Fig. 1E; Table S1). Yet, hierarchical clustering analysis showed a set of highly abundant ‘EV-miRs’ comprising members of miR-17-92a cluster and paralogues (Fig. 1F), which we found to be characterized by overrepresented EXOmotifs (Figure S1D), i.e. sorting sequences that determine miRNAs upload into sEV [20, 21]. In line with previous reports, miR-19b is highly expressed in T-ALL cells and is targeted by the t(13;14)(q32;q11) translocation in T-ALL. Likewise, other members of miR-17-92a clusters i.e., miR-20a and miR-92a, were found highly expressed in T-ALL and together with miR-19b were shown being capable of promoting T-ALL [11]. Expression profiling analysis of the Common-miRs in T-ALL cells and in sEV (Fig. 1E), revealed a significant and specific decreased expression of miR-17–92 cluster and paralogues upon NOTCH1 signalling inactivation (i.e., dnMAM vs. CTRL; Fig. 1G) both intracellularly and in sEV (Fig. 1G), which suggests NOTCH1 signalling modulates EV-miRs quantities in sEV. As matter of fact, previous studies showed the existence of a tight interplay between c-MYC and miR-17–92 cluster expression [22] and that c-MYC is an important direct target of Notch-1 in T-ALL [23]. Consistently, we found that miR-17–92 cluster expression is rescued in dnMAM condition upon forced expression of c-MYC (Fig. S1E-G). Next, to investigate the function of these NOTCH1-dependent EV-miRs, we produced PKH26-labelled sEV enriched in miR-17–92 (aka EV_miR-17–92) by overexpressing miR-17–92 cluster in dnMAM cells which yielded sEV enriched in miR-17–92 cluster (Fig. 1H-I; see methods). Internalization of EV_miR-17–92 in dnMAM cells (Fig. 1J) significantly increased the proliferation rate to a comparable level to NOTCH1-proficient CUTLL1 CTRL cells (Fig. 1K). We then treated CUTLL1-wt cells with γ-secretase inhibitor (GSI; see supplemental methods) and observed, as expected, a strong impairment of cell viability (Fig. S2A). Contrariwise, EV_miR-17–92 induced expansion of CUTLL1-wt cells (*p* < 0.01; Student's T-test; Fig. 2A) and, importantly, were able to rescue the GSI-induced phenotype in T-ALL cells (Fig. 2A). Similar results were obtained by using cells from two independent clones of T-ALL patient-derived xenografts (PDX) (Fig. S2B). Of note, using a known NOTCH1-dependent miRNA i.e. the miR-223-3p (Table S1; [24, 25]) we obtained comparable results in vitro (Fig. S2C-E). Finally, leukemia cells of M71 and H3255 PDX lines were transduced with lentiviruses encoding miR-17–92 cluster or empty vector (EV) as control and subsequently transplanted into immunocompromised (NSG) mice. In line with all previous results, we observed that miR-17–92 transduced human cells indeed rescued the GSI-induced phenotype in T-ALL PDXs (Fig. 2A-B).

**Fig. 1:**
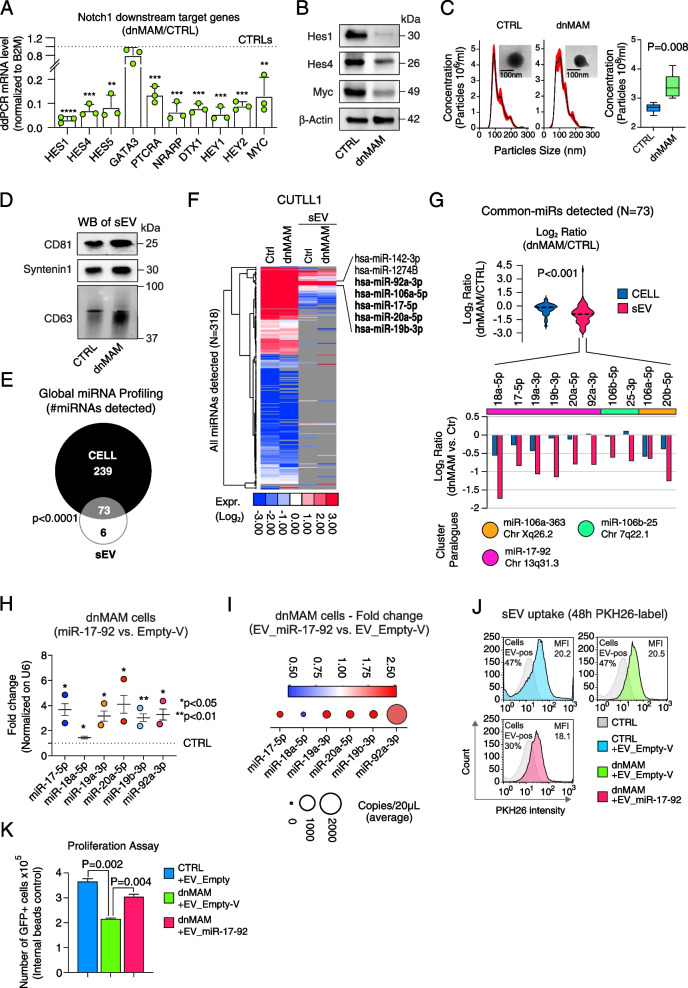
EV-miRNAs characterization and function in T-ALL model. **A** ddPCR analysis of validated NOTCH1 target genes mRNA expression in CUTLL1-dnMAM vs. CUTLL1-CTRL cells. Y-axes, mRNA levels of NOTCH1 target genes normalized to B2M expression. X-axes, gene symbols. Significance analysis was performed by one-sample t-test. **B** Immunoblot analysis of HES1, HES4 and c-MYC proteins in CUTLL1-CTRL and CUTLL1-dnMAM cells. **C** Nanoparticle-tracking-analysis of the size distribution and concentration of sEV released by CUTLL1-CTRL and CUTLL1-dnMAM cells. Inset plots, Transmission Electron Microscope (TEM) images showing particles in sEV samples from CUTLL1-CTRL and CUTLL1-dnMAM cells. Scale bar = 100 nm. On the right, box plots of differential concentration of sEV in CUTLL1-CTRL and CUTLL1-dnMAM cells. Significance analysis was performed by Student t-test. **D** Immunoblot analysis of sEV markers (CD81, Syntetin1 and CD63) in CUTLL1-CTRL and CUTLL1-dnMAM cells. **E** Venn diagram of EV-miRNAs detected in CUTLL1-CTRL and CUTLL1-dnMAM cells (CELL) or in their released small extracellular-vesicles (sEV). Significance analysis was performed by Fisher’s exact test. **F** Hierarchical clustering analysis of miRNAs detected (*N* = 318) in CUTLL1-CTRL (Ctrl) and CUTLL1-dnMAM (dnM) cells (CELL) and/or in their released small extracellular-vesicles (sEV). On the right, most abundant miRNAs in sEV were also indicated; in bold, members of the miR-17–92 cluster. **G** On top, violin plots of differential expression (dnMAM vs. CTRL) of the 73 commonly detected miRNAs in CUTTL1 cells and in sEV. Bottom, bar plots of differential expression (dnMAM vs. CTRL) of the miR-17–92 cluster and paralogues. Colors are as per the legend. Significance analysis was performed by Mann–Whitney U-test. **H** qRT-PCR analysis of miR-17–92 cluster overexpressing CUTLL1-dnMAM cells vs. control (Empty-V) CUTLL1-dnMAM cells. Significance analysis was performed by one-sample t-test. **I** ddPCR analysis of miR-17–92 cluster in sEV purified from miR-17–92 cluster overexpressing vs. control (Empty-V) CUTLL1-dnMAM cells. Bubble size represents the average expression of miRNAs (copies/20µL). Colours are as per the legend. **J** Flow cytometry analysis of CUTTL1 (CTRL) and CUTTL1-dnMAM cells (dnMAM) conditioned with PKH26-labelled miR-17–92-enriched sEV (EV_miR-17–92) or PKH26-labelled Empty-Vector sEV (EV_Empty-V) derived from miR-17–92 overexpressing CUTTL1 cells or from CUTLL1 cells transfected with an empty vector, respectively. MFI, mean fluorescence intensity. Percentages of cells which internalized exogenous PKH26-sEV (Cells EV-pos) are also shown. **K** Viability of CUTTL1 (CTRL) and CUTTL1-dnMAM cells (dnMAM). Briefly, transduced GFP positive cells were FACS sorted and in vitro grown together with miR-17–92-enriched sEV (EV_miR-17–92) or sEV (EV_Empty-V) cultured for two days. GFP + alive cells were measured by flow cytometry for DAPI (4′,6-diamidino-2-phenylindole) exclusion and counted by relating the cell numbers to internal fluorescent bead events (see also methods). The graph reports the result of two independent experiments. Significance analysis was performed by Student’s t-test

**Fig. 2:**
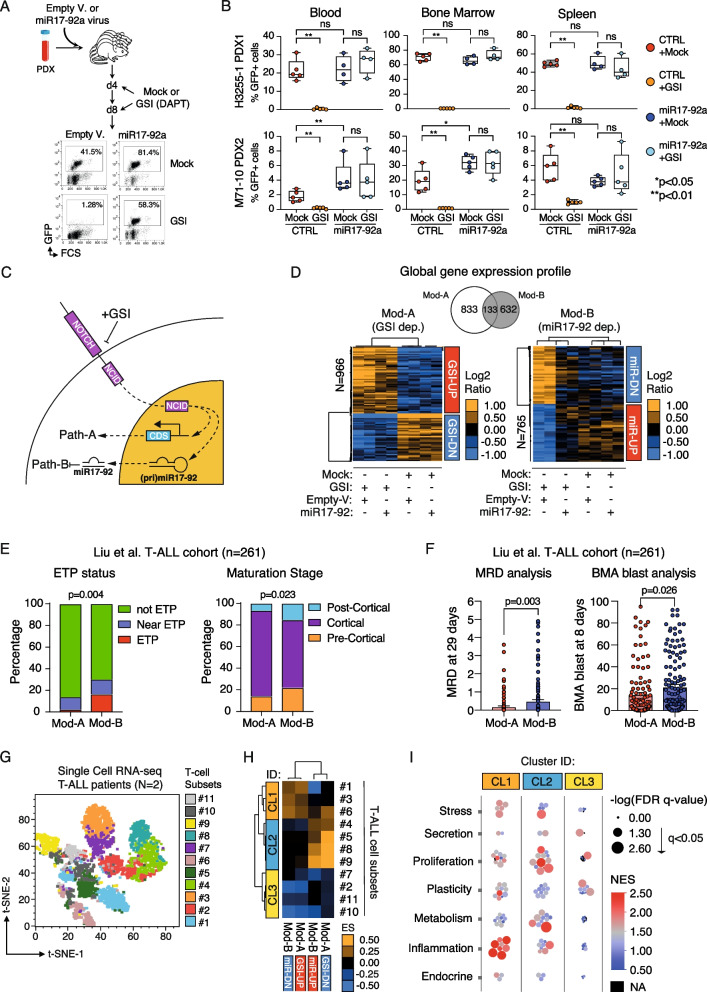
Insights in biological and molecular functions of miR-17–92 cluster in T-ALL. **A** Schematic diagram of the approach used for PDX T-ALLs transduced with lentiviral constructs encoding miR-17–92 cluster or empty as a control (Empty V.) and cultured for 3 days on MS5-DL1 feeders. Transduced (GFP +) cells were then sorted with FACS and transplanted into immunodeficient NSG recipient mice, which were subsequently treated with DAPT γ-secretase inhibitor (1 mg/mouse) or dimethyl sulfoxide (DMSO), both delivered by intraperitoneal injection at days 4 and 8 post-transplant. **B** Flow cytometry analysis of GFP + CD45 + alive cells in peripheral blood, bone marrow or spleen from transplanted recipient mice treated as describe in (A). Y-axes, percentage of GFP + cells. X-axes, experimental conditions. Significance analysis was performed by Mann–Whitney U test. **C** Graphical representation of canonical (Mod-A) and of miR-17–92 modulated NOTCH1-signalling pathway (Mod-B). **D** Hierarchical clustering analysis of Mod-A and Mod-B gene expression profile in the various experimental conditions (i.e., ± GSI; miR-17–92 OE or empty vector). Main clusters of genes are also indicated as GSI-UP/GSI-DOWN (Mod-A) or miR-UP/miR-DOWN (Mod-B). Colours are as per the legend. On top, Venn diagram showing Mod-A/B number of genes and relative overlapping. **E** Percentage distribution of ‘ETP status’ and ‘Maturation stage’ of T-ALLs in the Liu et al. cohort (*n* = 261) stratified according to ssGSEA using Mod-A (*n* = 123) and Mod-B (*n* = 138) gene sets. ETP, Early T-cell Precursor. *P*-values were computed by chi-square test. **F** Box-plots show the levels of MRD (at 29 days) and BMA of blasts (at 8 days) in T-ALLs the Liu et al. cohort (*n* = 261) stratified as in (D). MRD, Minimal Residual Disease. BMA, Bone Marrow Aspirates. **G** t-SNE plot of scRNAseq data on cell subsets of PDX from T-ALL patients. Colours are as per the legend. **H** Hierarchical clustering analysis of Enrichment Scores from GSEA using the Mod-A (GSI-UP/DOWN) and Mod-B (miR-UP/miR-DOWN) gene sets in the T-ALL cell subsets profiled by scRNAseq as in (**G**). **I** Distributions of enrichment of biological functions which were identified by GSEA using scRNA-expression profiles, in clusters of T-ALL cell subsets as in (**H**). The higher the size of bubbles the more significant is the enrichment of a particular biofunction. Colors of bubbles indicate the magnitude of normalized enrichment scores (NES) and are as per the legend

Taken together, such results showed, for the first time, the ability of sEV_miR-17–92 to propagate molecular information among T-ALL cells which was able to restore, at least in part, a defective NOTCH1 signalling pathway.

Lastly, we dissected the molecular function of miR-17–92 cluster in the realm of NOTCH1-driven T-ALL. We reasoned that NOTCH1 signalling can be generalized in two main routes: Path-A) the ‘canonical’ transcriptional output of NOTCH1 intracellular domain (NCID) (Fig. 2C); Path-B) the transcriptional output controlled by NOTCH1 through miR-17–92 (Fig. 2C). 

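CUTLL1 is a human T-cell leukemia line whose growth depends on NOTCH1, and GSI is an inhibitor of γ-secretase, the protease that releases the intracellular domain of NOTCH1. CUTLL1 cells carried a lentivirus with the miRNA cluster of the host gene MIR17HG, called the cluster here, or the empty vector (Empty-V) and were cultured for 2 days with 1 µM GSI or with DMSO. Cells with the former are named cluster cells. Each of the 4 groups has 2 arrays, numbered set 1 and set 2, which the supplement describes as independent biological experiments. RNA was hybridized to Clarion S Human arrays, which hold short probes for the transcripts of each gene. The authors summarized the probes to gene-level log2 values with SST-RMA in Transcriptome Analysis Console, and these values were used as deposited for all 21448 probe sets. Of these, 17709 name 1 gene each and 3739 name none. The values lie between 1.97 and 18.49, with array medians from 5.30 to 5.36. Across genes, which are not independent replicates, the replicate arrays of a group correlated at r = 0.994 to 0.995 and differed by a median of 0.19 to 0.22. A linear model with 4 group means was fitted in limma to all 8 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all probe sets for each of 6 comparisons, with a threshold of 0.05. For quantitative trait analysis, each probe set was correlated with a trait over the 8 arrays and kept at an absolute Pearson r above 0.8, the cutoff the paper gives. The trait was 1 for GSI and 0 for DMSO for Mod-A, and 1 for Empty-V cells with GSI and 0 for the other groups for Mod-B, as drawn in Fig. 2D. With 2 arrays per group the number of arrays limits the precision, and a p-value measures the spread between arrays.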

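In CUTLL1 cells GSI lowered 13 of 22 NOTCH1 target genes and raised 22 of 37 genes of T-cell differentiation and 12 of 26 immediate early genes. NRARP, a feedback inhibitor of NOTCH signalling, had a log2 value of 10.16 ± 0.25 (SD, n = 2) with DMSO and 4.40 ± 0.20 (SD, n = 2) with GSI in Empty-V cells. In cluster cells it was 10.38 ± 0.19 (SD, n = 2) with DMSO and 4.33 ± 0.19 (SD, n = 2) with GSI. HES1, a transcriptional repressor and direct NOTCH1 target, went from 9.77 ± 0.12 to 6.02 ± 0.18 in Empty-V cells and from 9.50 ± 0.25 to 6.80 ± 0.16 in cluster cells (SD, n = 2 each). IL32, which encodes a cytokine of T and NK cells, rose from 7.23 ± 0.25 to 13.13 ± 0.01 in Empty-V cells and from 8.20 ± 0.47 to 13.40 ± 0.01 in cluster cells (SD, n = 2 each).
Across both vectors, 1680 of 21448 probe sets passed the test, 933 of them higher and 747 lower with GSI. The largest fall among named genes was that of NRARP (probe set TC0900012054.hg.1, chromosome 9 of GRCh38 from 137299631 to 137302271), with a log2 fold change of -5.90 (standard error 0.14, adjusted p = 1.59e-07 from limma). It was followed by MYO7B at -4.87, BMP4 at -4.86, WNK2 at -4.50 and PCGF5 at -4.49, and then by MEST, DTX1, ALDH3B2, CPA4 and RFX8, at -4.32 to -3.31. With GSI the means of NRARP, MYO7B, MEST, ALDH3B2 and CPA4 lay below 5.31, the median signal of all probe sets, under both vectors, so nearness to the background limits the size and order of their falls. The largest rise was that of IL32 (TC1600006658.hg.1, chromosome 16 from 3065403 to 3069530), with a log2 fold change of 5.55 (standard error 0.16, adjusted p = 2.03e-07 from the same test). EGR1, an immediate early transcription factor on chromosome 5 from 138465479 to 138469303, rose by 4.69 (standard error 0.17, adjusted p = 5.78e-07). CCR9 and CCR4, chemokine receptors of T cells, rose by 4.56 and 4.19, and ARID5B, CRIM1, CD48, IER3, PDE4D and TOX2 by 3.76 to 3.30. With DMSO the means of CCR4 and TOX2 lay below 5.31 under both vectors and that of CD48 in cluster cells, so the background limits the size and order of their rises as well. All 20 of these genes also passed with the set as a block and without each array in turn.
Of 22 measured NOTCH1 target genes, 13 fell, GATA3 rose and 8 did not pass the test (16 fell and 4 rose when adjusted over the list alone). HES1 fell by 3.22, DTX1, a ubiquitin ligase of the NOTCH pathway, by 3.90 and CR2 by 2.77, and the list as a whole was lower (camera, adjusted p = 1.90e-11, and adjusted p = 0.0361 with an estimated correlation). The panel of NOTCH1 genes that the paper measured by ddPCR has 10 members on the array, of which 7 fell, GATA3 rose by 1.41 and 2 did not pass (9 fell and 1 rose adjusted over the list alone). MYC had a log2 fold change of -0.49 (adjusted p = 0.0562) and HES5 one of -0.30 (adjusted p = 0.152). All 4 group means of HES5 lay below 5.31, so the background limits what can be seen for it. Without Empty-V GSI replicate 1, MYC passed the test, with a log2 fold change of -0.58. The panel as a whole was lower (camera, adjusted p = 1.08e-10, and adjusted p = 0.0361 with an estimated correlation).
Of 37 genes of T-cell differentiation, 22 rose, 2 fell and 13 did not pass (24 rose and 3 fell adjusted over the list alone). Besides CCR9, the chemokine receptor CCR7 rose by 2.35, PTPRC, which encodes CD45, by 2.51 and CD52 by 3.22. Of 26 immediate early genes, 12 rose, none fell and 14 did not pass (19 rose and 2 fell adjusted over the list alone). After EGR1 the smallest p-values belonged to IER3, to DUSP6, a phosphatase of ERK that rose by 2.39 from means below 5.31 with DMSO, and to CD69, an early activation antigen that rose by 1.69. Both lists were higher with GSI (camera, adjusted p = 2.49e-16 and 2.91e-11, and adjusted p = 0.0135 and 0.0189 with an estimated correlation).

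**Figure D1:**
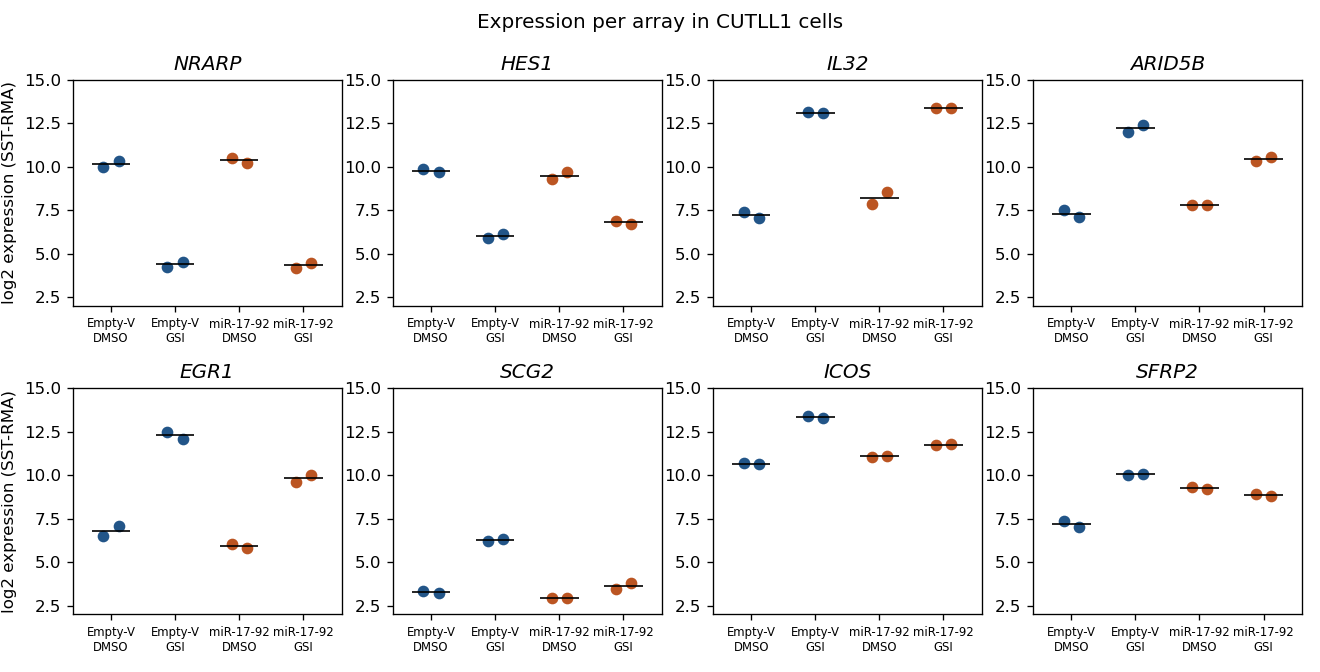
Log2 value of 8 genes on each array, by vector and treatment. Points are single arrays, blue for Empty-V and orange for cluster cells, and black lines are group means. NRARP lies at 10.16 and 10.38 with DMSO and at 4.40 and 4.33 with GSI under both vectors, while SCG2 and ICOS under GSI are lower in cluster cells.

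The absolute correlation with the GSI trait was above 0.8 for 1960 probe sets, 1088 higher and 872 lower with GSI. The other splits of the arrays into 4 and 4 gave a median of 277 and at most 728. For the trait of Empty-V cells with GSI the absolute correlation was above 0.8 for 2169 probe sets, 1045 higher and 1124 lower in that group. The other splits into 2 and 6 gave a median of 339 and at most 671. With the set as a block the GSI effect was called for 1006 probe sets, and without 1 array for 953 to 1107, apart from Empty-V GSI replicate 1, without which it was called for 1341.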

High-throughput gene expression profiling of CUTLL1 cells ± miR-17–92, and GSI/mock treated (Fig. 2D; see methods) followed by quantitative trait analysis (see methods) identified two transcriptional gene modules, i.e. Mod-A (*N* = 966 genes) and Mod-B (*N* = 765 genes), which differ in terms of transcriptional regulation and are both dependent to GSI treatment yet indifferent to rescued miR-17–92 expression (i.e., Mod-A; Fig. 2D; see methods), or reverted (i.e., Mod-B Fig. 2D) (Table S2). Such results confirmed our hypothesis of a bipartite NOTCH1 signalling transcriptional output (Fig. 2C). 

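The cluster changed the level of 230 probe sets in cells with GSI and of 9 in cells with DMSO. SCG2, which encodes the secretory granule protein secretogranin II, was 6.29 ± 0.09 with GSI in Empty-V cells and 3.64 ± 0.22 with GSI in cluster cells (SD, n = 2 each). EGR1 was 12.32 ± 0.28 and 9.82 ± 0.25 in the same groups (SD, n = 2 each). CD8B, which encodes the beta chain of CD8, was higher by 2.05 with the cluster under GSI (adjusted p = 0.0145 from limma).
Under GSI, 107 probe sets were higher and 123 lower in cluster cells than in Empty-V cells, a balance that depends on the model, with 8 higher and 25 lower with the set as a block and 680 and 552 with an intensity trend and robust fit. The largest differences downward among named genes were TOX2 at -2.67, SCG2 at -2.65 (standard error 0.17, adjusted p = 6.08e-04), EGR1 at -2.50, BACH2 at -2.28, FCMR at -2.26 and CEMIP2 at -2.13. The mean of SCG2 in cluster cells with GSI lay below 5.31, the median signal of all probe sets, so the background limits the size and rank of its difference. The largest upward were CD8B, PSMB5, a proteasome subunit, at 1.76 (adjusted p = 0.00489), NUDT6 at 1.76 (from a mean of 5.23 in Empty-V cells, also below that median), BCL11A and TSPAN2 at 1.64, and TAGLN2 at 1.58. DNTT, the terminal transferase of early lymphocytes, was lower by the same test (log2 fold change -2.03). An unnamed probe set, TC1300007706.hg.1, chosen after its values were seen, was higher by 5.61 under GSI (standard error 0.29, adjusted p = 1.94e-04) and by 3.95 under DMSO (adjusted p = 0.00455). Its identifier places it on chromosome 13, which also holds MIR17HG, and whether it detects the transduced transcript was not tested. Of 37 genes of T-cell differentiation, 2 were higher, 5 lower and 30 did not pass (4 higher and 9 lower adjusted over the list alone, and 1 and 3 over all probe sets with the set as a block), and the list was not called (camera, adjusted p = 0.0747). With fry this list was called lower (adjusted p = 0.0045). Of 26 immediate early genes, 4 were lower, none higher and 22 did not pass (9 lower and 1 higher adjusted over the list alone, and 2 lower over all probe sets with the block; camera, adjusted p = 1.63e-04, and adjusted p = 0.0626 with an estimated correlation). Among 22 NOTCH1 target genes CR2 alone passed, at -1.54 (3 higher and 3 lower adjusted over the list alone). None of the 10 genes of the ddPCR panel passed in limma (2 higher and 1 lower adjusted over the list alone), and HES1 had a log2 fold change of 0.78 (adjusted p = 0.0848).
The response to GSI differed between the vectors for 6 genes, and for each of these 6 it was lower in cluster cells. With more calls both directions appeared, 4 higher and 17 lower at a threshold of 0.1, 3 and 11 without dim probe sets, and 59 and 52 with an intensity trend and robust fit. SFRP2, a secreted modulator of WNT signalling on chromosome 4 from 153780591 to 153789083, rose with GSI from 7.19 ± 0.27 to 10.06 ± 0.05 in Empty-V cells and was 9.27 ± 0.11 with DMSO and 8.87 ± 0.09 with GSI in cluster cells (SD, n = 2 each), a difference of log2 fold changes of -3.27 (adjusted p = 0.0067). ICOS, a costimulatory receptor of T cells, differed by -2.02, and SCG2, MCC, FCMR and PRKCH by -2.34 to -2.03. All 4 group means of MCC and 3 of the 4 of SCG2 lay below 5.31, so the size of their differences is limited by the background. Under DMSO, SFRP2 was higher with the cluster by 2.08, PRKCH by 1.84 and SCN7A by 1.52, and DCLK3, DNTT, MFAP4 and TENT5C were lower, by -1.88 to -1.27.
With the set as a block, 33 probe sets were called under GSI, 3 under DMSO (SFRP2, PRKCH and the unnamed probe set) and 1, SFRP2, for the difference in response. Without 1 of the 4 GSI arrays 4 to 9 probe sets were called under GSI (4 and 8 without cluster GSI replicates 1 and 2, 9 and 4 without Empty-V GSI replicates 1 and 2), without a cluster DMSO array 85 and without an Empty-V DMSO array 77, and SCG2 and the unnamed probe set passed each time; under DMSO 0 to 3 were called and for the difference in response 0 to 2, whichever of the 8 arrays was left out.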

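In the gene sets of Table S2, the Mod-A genes had medians away from 0 with GSI under both vectors, and the Mod-B genes mainly in Empty-V cells. The 504 measured Mod-A_UP genes had a median log2 fold change with GSI of 0.96 in Empty-V and 0.76 in cluster cells, and the 353 Mod-A_DOWN genes of -0.96 and -0.68. The 334 measured Mod-B_UP genes had medians of -0.91 with GSI in Empty-V cells and -0.19 in cluster cells, and the 326 Mod-B_DOWN genes of 0.86 and 0.24. Between cluster and Empty-V cells under GSI the medians were 0.76 for Mod-B_UP and -0.77 for Mod-B_DOWN, against -0.24 and 0.21 for Mod-A_UP and Mod-A_DOWN. Under DMSO they were -0.01 for Mod-B_UP and -0.11 for Mod-B_DOWN. The study chose these sets on the same arrays, so their medians are not independent evidence of the direction.
The GSI response of Empty-V cells and the effect of the cluster under GSI share the Empty-V arrays with GSI, so probe sets were also chosen in one set of arrays and read in the other. The 500 probe sets with the largest rise with GSI in Empty-V cells of set 1 had, in set 2, a median log2 fold change with GSI of 0.96 in Empty-V and 0.62 in cluster cells. Their median difference between the vectors was -0.41 under GSI and -0.02 under DMSO. Chosen in set 2 and read in set 1, the medians were 0.87, 0.53, -0.36 and 0.04. The 500 with the largest fall gave -0.86, -0.42, 0.21 and -0.08 in set 2, and -0.71, -0.29, 0.31 and -0.09 in set 1. Among these probe sets the cluster acted against the direction of GSI in 66.6% to 76.4%. Of 500 drawn at random, 45.4% to 46.4% were lower with the cluster under GSI. That share was taken whatever their GSI response, so it is no baseline for the former. Over the 1000 probe sets with the largest changes in Empty-V cells, the slope of the GSI response in cluster cells on that in Empty-V cells was 0.625 in set 2 and 0.641 in set 1. The slope depends on which cells choose the probe sets: with the other set as instrument it was 0.690 and 0.631 when Empty-V cells chose them, 0.786 and 0.724 when the mean of both vectors did and 0.915 and 0.881 when cluster cells did. These estimates were added after the data were first seen, the one with both vectors after the other slopes were known and the others before any slope was known. Each set has 1 array per group, so these values carry no test.

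**Figure D2:**
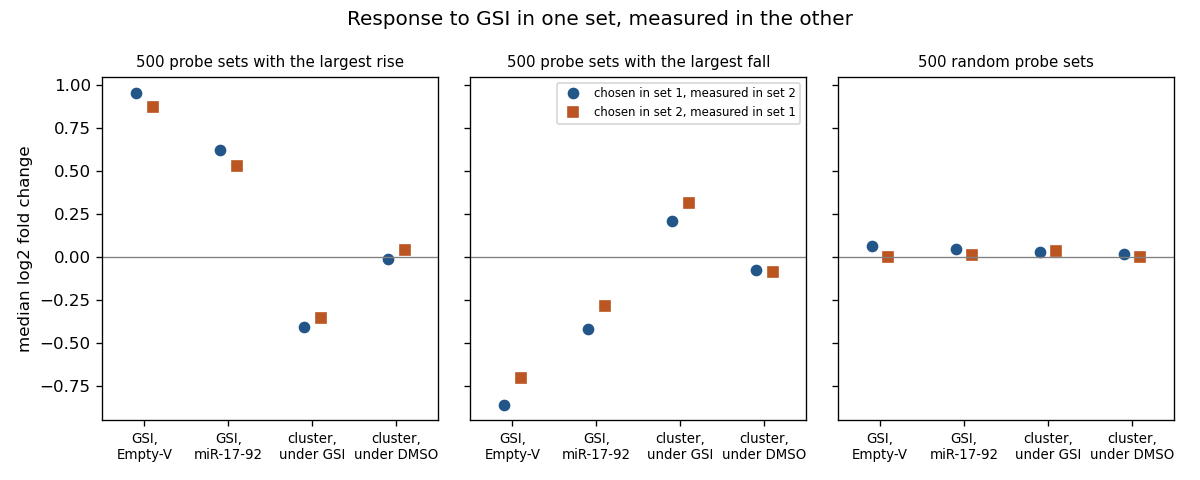
Median log2 fold change of probe sets chosen by their GSI response in Empty-V cells of one set of arrays and measured in the other, for the 500 with the largest rise, the 500 with the largest fall and 500 drawn at random. Circles were chosen in set 1 and measured in set 2, and squares the reverse. Under GSI the probe sets that rose are lower with the cluster, at -0.41 and -0.36, and those that fell are higher, at 0.21 and 0.31.

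From genes that depend on GSI and are indifferent to the cluster, and genes whose change is reverted by it, the paper concludes that the transcriptional output of NOTCH1 is bipartite (Fig. 2C).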

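Under GSI, 65 of 66 measured Mod-B_DOWN genes with a seed motif of the cluster's miRNAs lay below 0 with the cluster, and so did 258 of the 260 without a listed motif. CCNG2, which encodes an inhibitory cyclin, and RBL2, a pocket protein of the retinoblastoma family, were lower under GSI by log2 fold changes of -1.06 and -1.18 (adjusted p = 0.0274 and 0.0286 from limma). CD69 was lower by -1.57 and PTGER4, a prostaglandin receptor, by -1.66. NOTCH3, itself a NOTCH1 target, fell with GSI by 1.81 (adjusted p = 2.12e-04).
Table S3 lists 362 genes, of which 335 belong to Mod-B_DOWN, the Mod-B genes that were higher with GSI in Empty-V cells, and 72 carry a motif of the cluster. The 66 measured Mod-B_DOWN genes with such a motif had a median log2 fold change with the cluster under GSI of -0.79, and 13 of them passed the test, 2 with the set as a block and 0 without any 1 of the 4 GSI arrays. The 260 Mod-B_DOWN genes without one had a median of -0.76, with 49 past the test, 11 with the block and 1 to 7 without 1 GSI array. Under DMSO the medians were -0.15, with 49 of 66 below 0, and -0.08, with 156 of 260 below 0. By motif, the medians under GSI were -0.85 for the 33 genes of miR-17/20a, -0.73 for the 30 of miR-19a/b and -0.75 for the 18 of miR-92a, and under DMSO -0.23, -0.11 and -0.15. These genes were chosen by the study on these arrays, so their direction under GSI is not independent evidence.
Of 48 genes described as targets of the cluster in the literature, 2 were lower under GSI (CCNG2 and RBL2), none was higher and 46 did not pass (10 lower and 1 higher adjusted over the list alone), with a median of -0.26 (camera, adjusted p = 1.17e-04, and adjusted p = 0.234 with an estimated correlation). With the set as a block both missed the threshold (adjusted p = 0.0861). Under DMSO none of the 48 passed in limma (1 higher adjusted over the list alone), with a median of -0.03. With GSI across vectors, 11 of them rose, 3 fell and 34 did not pass (16 rose and 7 fell adjusted over the list alone; camera, adjusted p = 0.00536, and adjusted p = 0.315 with an estimated correlation). VEGFA fell by 3.11, and CCNG2 rose by 1.64, TGFBR2 by 1.27 and STAT3 by 1.05.
Of the 8 Mod-A genes of NOTCH signalling that the paper names, GATA3 rose with GSI, NOTCH3 fell and 6 did not pass (2 fell and 1 rose adjusted over the list alone). Besides MYC, these were NOTCH4 at -0.55 (adjusted p = 0.172), NOTCH2 at -0.11 (adjusted p = 0.757), CTNNB1 at -0.06 (adjusted p = 0.837), GATA1 at 0.15 (adjusted p = 0.803) and GATA2 at 0.21 (adjusted p = 0.640). All 4 group means of GATA2 lay below 5.31, the median signal of all probe sets, and so did those of NOTCH4 with GSI. The background thus limits what can be seen for these genes. The list as a whole was not called (camera, adjusted p = 0.428). The paper names these genes from a pathway analysis of Mod-A. Of the 8, 2 are in Table S2, and whether the pathway software added the other 6 to the members of the module was not examined here.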

Notably, MSigDB analysis of Mod-B gene sets revealed a strong and significant enrichment (FDR q-value < 0.0001) of predicted miR-17–92-targeted transcripts (Table S3; see methods) further confirming the regulatory function of the miR-17–92 cluster in Mod-B. Furthermore, IPA software (see methods) revealed that Mod-A comprised canonical NOTCH-signalling genes (e.g., NOTCH2-4, c-MYC, CTNNB1, GATA1-3, etc.) 

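Of 35 genes of DNA replication, 12 fell with GSI in CUTLL1 cells, averaged over both vectors. With the cluster under GSI, 33 of the 35 lay above 0. CDT1, which loads the replicative helicase, was 7.81 ± 0.25 with DMSO and 6.49 ± 0.13 with GSI in Empty-V cells (SD, n = 2 each). In cluster cells it was 8.23 ± 0.02 with DMSO and 7.70 ± 0.18 with GSI (SD, n = 2 each). HBP1, a repressor of cell cycle genes, rose with GSI by 0.88.
Of the genes of DNA replication, none rose with GSI and 23 did not pass (20 fell adjusted over the list alone, and 7 fell over all probe sets with the set as a block). GINS2 fell by 1.15, UNG by 1.14 and CDT1 by 0.93, and the list was lower (camera, adjusted p = 2.03e-12 from limma, and adjusted p = 0.0361 with an estimated correlation). The GSI response was higher in cluster than in Empty-V cells for 34 of the 35 (camera, adjusted p = 4.37e-11, and adjusted p = 0.0950 with an estimated correlation). The list mean over both vectors was -0.43 and the mean difference 0.56, so on average these genes fell less in cluster cells. With the cluster under GSI their median was 0.45, 1 passed the test (CDT1, 1.22, adjusted p = 0.0286) and 34 did not (15 higher adjusted over the list alone; camera, adjusted p = 1.21e-11, and adjusted p = 0.0626 with an estimated correlation). With the set as a block CDT1 missed the threshold (adjusted p = 0.0861).
Of 34 genes of mitosis, MAD2L1 and PTTG1 fell with GSI, by 0.48 and 0.58, and 32 did not pass (2 fell adjusted over the list alone, none with the set as a block). The list had a median of -0.15 with GSI (camera, adjusted p = 0.00889, and adjusted p = 0.0836 with an estimated correlation) and of 0.23 with the cluster under GSI, where none passed in limma (2 higher adjusted over the list alone; camera, adjusted p = 1.10e-04, and adjusted p = 0.0626 with an estimated correlation). Its mean with GSI was -0.13 and the mean difference between vectors 0.25 (camera, adjusted p = 0.0013, and adjusted p = 0.0950 with an estimated correlation). The list mean thus hardly changed with GSI in cluster cells. Of 19 cell cycle inhibitors, 5 rose with GSI, 2 fell and 12 did not pass (6 rose and 3 fell adjusted over the list alone, and 5 rose and 0 fell over all probe sets with the set as a block; camera, adjusted p = 0.0130, and adjusted p = 0.105 with an estimated correlation). Under GSI 2 of them, CCNG2 and RBL2, were lower with the cluster and 17 did not pass (3 lower and 1 higher adjusted over the list alone, and 0 over all probe sets with the set as a block, where both genes had adjusted p = 0.0861; camera, adjusted p = 0.473). With fry the list of inhibitors was called lower there (adjusted p = 0.0282).
Of the 10 genes of proliferation, stemness and cancer that the paper names for Mod-B, ETS1 rose with GSI across vectors by 0.55 (adjusted p = 0.0197) and 9 did not pass (1 rose and 1 fell adjusted over the list alone). TCF4 had a log2 fold change of -0.64 (adjusted p = 0.0505), CDKN2A one of 0.44 (adjusted p = 0.196) and E2F3 one of -0.36 (adjusted p = 0.219). Under GSI none of the 10 passed between the vectors in limma, and none did when adjusted over the list alone, with FOXM1 at 0.58 (adjusted p = 0.107). The list was not called with GSI or with the cluster under GSI (camera, adjusted p = 0.548 and 0.129). With fry it was called higher with the cluster under GSI (adjusted p = 0.0191) and not called with GSI (adjusted p = 0.180). ETS1 did not pass with the set as a block (adjusted p = 0.0559) or without 1 of 6 arrays (cluster GSI replicate 2, Empty-V GSI replicate 2 or any DMSO array), where its log2 fold change was 0.48 to 0.56. The trait for Mod-B singles out Empty-V cells with GSI. In Empty-V cells alone ETS1 rose with GSI by 0.715 (limma, adjusted p = 0.0302, and 0.0791 with the block) and 9 did not pass. Among these were TCF4 at -0.695 (adjusted p = 0.118), E2F6 at -0.51 (0.152) and FOXM1 at -0.35 (0.238). By correlation with that trait FOXM1 alone passed the cutoff (r = -0.89). The paper names these 10 genes from a pathway analysis of Mod-B. Of the 10, 0 are in Table S2, and whether the pathway software added them to the members of the module was not examined here.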

(Fig. S3A) while Mod-B was enriched in gene involved in proliferation (CDKN2A, CCNE1, E2F3, E2F6, RBL1), stemness (FOXM1, TCF4) and cancer (ETS1, RELA, NFE2L2) (Fig. S3B). Intriguingly, when we used Mod-A and Mod-B gene sets to stratify an external cohort of human T-ALL (i.e., the Liu et al. cohort, *N* = 261; Table S4; [26]), we observed that Mod-B gene set hallmarks T-ALLs particularly enriched in the Early T-cell precursor (ETP) and pre-/post-cortical subtypes, with a higher post-therapeutic minimal residual disease (MRD), and blast count in the bone marrow, that are all characteristics of an adverse outcome [27–29](Fig. 2E-F; Table S5).

Next, we performed single-cell RNA sequencing of primary cells, derived from T-ALL patients (*N* = 2), without any expansion in vivo into immunocompromised mice. Using the Phenograph algorithm [30], we identified several distinct cell subsets (*n* = 11) (Fig. 2G). Gene set enrichment analysis (GSEA) using Mod-A and -B and hierarchical clustering analysis revealed three main clusters grouping T-ALL cell subsets which shared similar pattern of enrichment scores (ES) (Fig. 2H). In particular, CL2 contains cell subsets contributed by both two patients (Fig. S2F-G) with coherent expression trend of both Mod-A and -B as defined in Fig. 2D, which is a hallmark of activity of NOTCH1 signalling pathway. Indeed, GSEA using Hallmark gene sets (see methods) confirmed that these CL2-cell subsets were significantly characterized by mechanisms involved in proliferation and metabolism (Fig. 2I), which further show how both canonical’ NCID signalling (Mod-A) and NOTCH1 miR-17–92 mediated signalling (Mod-B) can contribute to Notch1-related phenotypes and coexist in the same T-ALL cell subsets.

Our findings shed new light on composite interactions between sEV-miRs, Notch signalling and cellular plasticity that characterize the tumor heterogeneity of T-ALL and promote relapsed/refractory cell subsets of T-cell leukemias. In this scenario, further investigations are needed to explore such mechanisms in T-ALL with the final intent of offering more efficient therapies targeting diverse oncogenic states and microenvironments that support aggressive tumor cells.

## Materials and methods

For extensive details on all methodologies see online Supplemental Material and Methods.

### Human samples

The institutional ethical committees approved this study (registration number: N91/CE), and informed consent was obtained from all patients enrolled.

### Profiling by TaqMan Human MicroRNA Arrays

Expression levels of 754 miRNAs were quantified using the TaqMan Human MicroRNA Array A + B Card Set v3.0 (Applied Biosystems, Foster City, CA).

### Genome-wide expression profiling

Gene expression profiling was performed using the GeneChip® Human Clarion S Array (Thermo Fisher Scientific) including more than 210,000 distinct probes representative of > 20,000 well-annotated genes (hg19; Genome Reference Consortium Human Build 37 (GRCh37)).

### Single cell RNA-sequencing (scRNA-Seq)

Whole transcriptome analysis at single cell level was performed on FACS-sorted primary T-ALL cells using the BD Rhapsody Single-Cell Analysis System (BD, Biosciences).

### Data set availability

The normalized (U6) data for miRNA can be found in Table S1 while mRNA expression data can be accessible at NCBI GEO (GSE193482) and SRA (PRJNA784728 for scRNA-Seq data). 

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.** Supplemental materials and methods.

**Additional file 5: Table S1.** miRNA normalized (U6) expression data. **Table S2.** Mod-A and Mod-B gene sets. **Table S3.** MSigDB analysis of Mod-B genes. **Table S4.** Liu et al. T-ALL cohort stratified according to ssGSEA analysis performed with Mod-A and Mod-B gene sets (N=261 patients; see supplemental materials and methods). **Table S5.** Clinicopathologic characteristics of Liu et al. T-ALL cohort stratified according to ssGSEA analysis performed with Mod-A and Mod-B gene sets (N=261 patients; see supplemental materials and methods).

## Data Availability

The normalized (U6) data for miRNA can be found in Table S1 while mRNA expression data can be accessible at NCBI GEO (GSE193482; reviewer token: gjubkewovfsvdyr) and SRA (PRJNA784728 for scRNA-Seq data).

## Abbreviations

T-ALL: T-cell acute lymphoblastic leukemia
sEV: Small extracellular vesicles
EV-miRs: SEV contain NOTCH1-dependent microRNAs
GSI: γ-Secretase inhibitors
ETP: Early T-cell progenitor
dnMAM: Dominant-negative form of Mastermind-like protein 1
NTA: Nanoparticle-tracking analysis
PDX: Patient-derived xenografts
NCDI: NOTCH1 intracellular domain
MRD: Minimal residual disease
GSEA: Gene set enrichment analysis
IPA: Ingenuity Pathway Analysis
ddPCR: Droplet Digital PCR
CTRL: Control
NES: Normalized enrichment scores

# Supplementary material for: Extracellular vesicle microRNAs contribute to Notch signaling pathway in T-cell acute lymphoblastic leukemia
**Source:** Mol Cancer. 2022 Dec 22;21:226. doi: 10.1186/s12943-022-01698-3
**Supplement:** Supplementary file 4 — Additional file 4. Supplemental materials and methods.

**Supplemental MATERIALS and METHODS**

**PDX models and cell culture**

Patient-derived xenografts were established by injection of primary patient biopsy material into irradiated NOD-Scid/IL2Rγc^-/-^ (NSG) mice. Derivation and maintenance of M71 and H3255 PDX lines have been previously described [1]. CUTLL1 human T-ALL cell line was cultured in RPMI 1640 medium supplemented with 10% FBS, 1 mM sodium pyruvate, 2 mM L-glutamine, and antibiotics (Invitrogen). Cells were maintained at 37°C and 5% CO2 in a humidified incubator. Cells were routinely verified as free of mycoplasma contamination.

**Lentivirus vector production and transduction**

Lentivirus was produced by transient co-transfection of 293T cells with pCMVΔR8.74 and pCMV-VSV-G packaging/envelope vectors and viral transduction performed by spinfection in the presence of polybrene [1]. Virally transduced cells were sorted by flow cytometry. dnMAM, Empty-V and miR-17-92 constructs were based on pRRLsin.cPPT. PGK.GFP.WPRE backbone (cat. #12252, Addgene). Lentiviral miR-17-92 construct was derived from MSCV-mir-17-92 plasmid (cat. #64100, Addgene)[2]. c-MYC construct was based on pRRLsin.cPPT.PGK.GFP.WPRE. miR-223-3p (HmiR0379-MR03-B; Tebu-Bio) and corresponding control (HmiR0379-MR03-B; Tebu-Bio) lentiviral vectors were transduced and packaged in 293 T cells. 293 T cells were seeded into cell-culture dishes of 10 cm in diameter at a density of 3.5 × 10^6^ cells per plate and grown in DMEM Media - GlutaMAX™-I supplemented with 10% FBS, 1% penicillin/ streptomycin (Gibco; ThermoFisher Scientific, Waltham, MA, USA). Lipofectamin 3000 Transfection Reagent (Invitrogen; Thermo Fisher Scientific, Waltham, MA, USA) was used for lentiviral constructs transfection (10 μg of HmiR0379-MR03-B or HmiR0379-MR03-B plasmid, 5 μg of packaging psPAX2 plasmid, and 2.5 μg of pMD2.G envelope plasmid) in 293 T cells according to the manufacturer’s instructions. Overexpression of mature miR-223-3p in the CUTLL1 cell lines were generated via by spinfection in the presence of polybrene (8 μg/ml) (Sigma-Aldrich, St. Louis, MO, USA). All experiments were performed at least three times.

**Mice models**

All transplant recipients were NOD/Scid/Il2rg-/- (NSG) mice and housed in specific pathogen-free facilities at the Molecular Biology and Genetics Research Institute - Biogem (Ariano Irpino, Avellino, Italy). The animal experiments were performed after the protocols had been approved by the Institutional Review Boards of the Biogem Institute, according to the the Italian Regulation for Animal Health and Animal Welfare. Immunodeficient (NSG) xenograft recipient mice were 7-8 weeks of age. Male and female animals were represented in balanced proportion.

**In vitro and in vivo treatment with γ-Secretase inhibitor (GSI)**

*In vitro treatment.* PDX cells were transduced with lentivirus encoding miR-17-92 cluster with a truncated NGFR (tNGFR) as a marker, or an empty vector as a control (CTRL), and then cultured on MS5-DL1 feeders for 5 days. Cells were subsequently sorted with FACS and then cultured without feeders in the presence of γ-secretase inhibitor GSI (1uM final) for 2 days, or DMSO as control, prior to staining for the detection of live NGFR+ by flow cytometry. Transductions were performed in triplicate.

*In vivo treatment*. Human PDX T-ALLs were transduced with lentiviruses encoding miR-17-92 cluster or EV control and cultured for 3 days on MS5-DL1 feeders in IMDM (ThermoFisher) with 10 ng/ml IL-2, 10 ng/ml IL-7 (Peprotech), and 0.75 uM SR1 (StemCell Technologies), as previously reported [1]. Transduced (GFP+) cells were then sorted with FACS and transplanted into immunodeficient NSG recipient mice, respectively, at the following cell doses: 500,000 cells for H3255-1 PDX and 200,000 cells for M71-10 PDX2. All transplant recipients were treated with DAPT γ-secretase inhibitor (1 mg/mouse) (Sigma-Aldrich) or dimethyl sulfoxide (DMSO) as a mock control, both delivered by intraperitoneal injection at days 4 and 8 post-transplant. Transplanted recipient mice were monitored daily for clinical signs of leukemia development and by sampling of peripheral blood at days 5 and 13 post-transplant for the assessment of engrafted leukemia and disease progression by flow cytometry. Mice were sacrificed at day 20 and the abundance of human leukemia cells in peripheral blood, bone marrow or spleen was confirmed by flow cytometry.

**EV isolation and PHK26-labelling**

Small extracellular vesicles (sEV) were purified by differential centrifugation. In particular, the supernatant was collected from cells that were cultured in media containing exosome-depleted FBS (Thermo Fisher) for 72 h, and was subsequently subjected to sequential centrifugation steps at 300g for 10 min at 4 °C, and 2000g for 10 min at 4 °C. The resulting supernatant was then filtered using 0.2-μm filters to remove larger size vesicles, and a pellet was recovered at 100000g in a SW41 Ti swinging-bucket rotor after 90 min at 4 °C of ultracentrifugation (Beckman Coulter). The supernatant was aspirated and the pellet was resuspended in PBS and subsequently ultra-centrifuged at 100,000g for another 90 min. The purified EV were then resuspended in 50 μL of particle-free PBS (Gibco, Waltham, MA, USA) and used for experimental procedures.

sEV were stained using PKH26 Red Fluorescent Cell Linker Kits for General Cell Membrane Labeling according to the manufacturer’s protocol (Sigma-Aldrich). PKH26-labelled exosomes were pelleted by ultracentrifugation at 100000 ×g for 90 min at 4 °C and gently resuspended in 50 μL DPBS.

**Transmission electron microscopy (TEM)**

For the TEM analysis, few microliters of the exosomes suspensions stored at 4 °C were dropped on a formvar-coated copper grid and soon after embedded into a thin polysaccharide film, with no fixation of post-staining processes. The images were acquired by a TEM Jeol JEM-1011, operating at 100 kV voltage and equipped with a Gatan 7.1 megapixel CCD camera

**RNA and protein extraction**

Total RNA was extracted using RNeasy Mini Kit (Qiagen, Hilden, Germany), treated with Dnase-Rnase free (Qiagen, Hilden, Germany) and quantified by Nanodrop (Thermo Fisher Scientific). A non-human miRNA ath-miR159a (3 x 10^9^ copies) was spiked into sEV samples as an internal reference for RNA extraction control. Whole protein extracts were prepared using an appropriate volume of RIPA buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 1% NP-40, 1% Na-deoxycholate, 1 mM EDTA, 0.1% SDS) supplemented with PhosSTOP Phosphatase Inhibitor Cocktail Tablets (Roche), and complete Mini Protease Inhibitor Cocktail Tablets (Roche).

**Nanoparticle Tracking Analysis (NTA)**

sEV number and size distribution in medium samples was determined by nanoparticle tracking analysis (NTA) using a NanoSight NS300 system (Malvern Technologies, Malvern, UK). The NTA was configured with a 488 nm laser and a high sensitivity scientific CMOS camera. Samples were analysed under constant flow conditions (flow rate =30) at 25 °C and 5 × 60 s videos were captured with a camera level of 16. Data was analysed using NTA 3.4 Build 3.4.4 software with a detection threshold of 4.

**Droplet Digital PCR (ddPCR)**

First strand cDNA was generated from total RNA by reverse transcription with SuperScript III/VILO master mix (Invitrogen) including a combination of random 15-mer and anchored oligo(dT) primers. The following TaqMan probe-based assays were used: HES1 (Hs00172878_m1; FAM), HES4 (Hs00368353_g1; FAM), HES5 (Hs01387463_g1; FAM), MYC (Hs00153408_m1; FAM), GATA3 (Hs00231122_m1; FAM), PTCRA (Hs00300125_m1; FAM), NRARP (Hs04183811_s1; FAM), DTX13 (Hs01092201_m1; FAM), HEY1 (Hs00232618_m1; FAM), HEY2 (Hs01012057_m1; FAM), MIR17HG (Hs01382425_m1; FAM) and B2M (Hs99999907_m1; VIC, primer limited) (Applied Biosystems/ThermoFisher).

*miRNA expression analysis in sEV*: sEV were collected from 6ml of conditioned media and Total RNA was extracted using Rneasy Mini Kit (Qiagen, Hilden, Germany), treated with Dnase-Rnase free (Qiagen, Hilden, Germany) and quantified by Nanodrop (Thermo Fisher Scientific). EV RNA was reverse-transcribed using miRScript PCR System (QIAGEN). For ddPCR reaction, 20 µL of PCR reaction containing 2µL of miScript Primer Assays (Qiagen) (Hs_miR-20a_1 (Cat.MS00003199), Hs_miR-18a_2 (Cat. MS00031514), Hs_miR-17_2 (Cat. MS00029274), Hs_miR-19a_1 (Cat. MS00003192), Hs_miR-19b_2 (Cat. MS00031584), Hs_miR-92_1 (Cat. MS00006594)), 1 µL of cDNA, 1 µL of nuclease-free water and 10 µL of 2 × EvaGreen Supermix (BioRad) were loaded into the droplet generator cartridge (BioRad). Then, 70 µL of droplet generation oil for EvaGreen (BioRad) was loaded into each of the eight oil wells and the cartridge was transferred to the QX200 droplet generator (BioRad). The droplets (40 µL) were, then, transferred to a 96-well PCR plate (BioRad) and the plate was heat-sealed with specific aluminum foil (BioRad). Thermal cycling conditions for EvaGreen assays were as follows: 95 °C for 5 min, 40 amplification cycles of 94 °C for 15 s, 55 °C for 30 s and 70 °C for 34 s, and three final steps at 4 °C for 5 min, 90 °C for 5 min, and a 4 °C indefinite hold to enhance dye stabilization. Finally, the dropletized PCR was read by the Q×200 Droplet Reader and the Poisson-corrected determination of template concentration was calculated using QuantaSoft™ Analysis Pro Software (v1.0, Bio-Rad). For quantification, a minimum of 10,000 acceptable droplets per 20 µL reaction was used, followed by manual selection of positive and negative droplet populations.

**Quantitative Real Time-PCR (qRT-PCR)**

miRNA expression analysis was performed using 1µg of total RNA, reverse transcribed using miRScript PCR System and analyzed by qRT-PCR using the miScript SYBR Green PCR Kit. The miScript Primer Assays (Qiagen) were used following manufacturers’ instructions and in particular: Hs_miR-20a_1 (Cat.MS00003199), Hs_miR-18a_2 (Cat. MS00031514), Hs_miR-17_2 (Cat. MS00029274), Hs_miR-19a_1 (Cat. MS00003192), Hs_miR-19b_2 (Cat. MS00031584), Hs_miR-92_1 (Cat. MS00006594). For qRT-PCR data normalization we used the Hs_RNU6-2_1 (Cat. MS00033740) miScript Primer Assay (Qiagen) which quantifies U6 expression level and data were processed. qRT-PCR experiments were performed using a QuantStudio 12K Flex Real-Time PCR System (ThermoFisher Scientific) with manufacturer’s recommended cycling conditions (Qiagen).

*miRNA expression analysis using Thermo Fisher Scientific assays:* 10 ng total RNA was reverse-transcribed using the TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific). Poly(A) tailing, adapter ligation, RT reaction and miR-Amp were performed following manufacturer’s instructions. qRT-PCR analysis was performed starting from 1:10 diluted pre-amplified cDNA, using the TaqMan Fast Advance Master Mix in a QuantStudio 12k Flex (Thermo Fisher Scientific). Thermal cycling amplification was performed with an initial incubation at 95 °C for 30s, followed by 45 cycles of 95 °C for 5s and 60 °C for 30s. The TaqMan Primer Assays used were as follow: Hs_miR-20a_1 (Cat. 478586_mir), Hs_miR-18a_2 (Cat. 478551_mir), Hs_miR-17_2 (Cat. 478447_mir), Hs_miR-19a_1 (Cat. 479228_mir), Hs_miR-19b_2 (Cat. 478264_mir), Hs_miR-92_1 (Cat. 477827_mir), Hs_miR-223-3p (Cat. 477983_mir). The hsa-miR-16-5p (Cat. 477860_mir) was used as standard reference for CT normalization. A non-human miRNA ath-miR159a (Cat. 478411_mir) spiked into sEV samples was used for CT normalization. Log2 ratios of miRNA expression level were obtained using the 2-ΔΔCT method.

**Western Blotting**

Cell or sEV pellets were resuspended in RIPA buffer and incubated for 30 minutes on ice. Lysates were cleared by centrifugation at 17000 × g for 30 minutes at 4°C. Protein concentration was determined by Pierce BCA Protein Assay kit (ThermoFisher Scientific) according to manufacturer’s instructions. 30µg of whole protein lysate or 20 µl of sEV protein lysate was diluted with reducing or non-reducing 2X Laemli Sample Buffer (Bio-rad) respectively, heated to 95°C for 5 minutes, loaded onto Mini-protean TGX gels (Bio-Rad, Hercules, CA, USA) and then transferred on a polyvinylidene fluoride (PVDF) membrane (Bio-Rad) using Trans-blot Turbo (Bio-Rad). Membranes were blocked for 1 h at room temperature (RT) with either 3% BSA/0.1% Tween-20/TBS/(w/v/v) or with 5% non-fat dry milk/0.1% Tween-20/TBS (w/v/v), and then incubated overnight (ON) at 4 °C with primary antibodies (anti-HES1, ab71559, Abcam; anti-HES4, sc-376002, Santa Cruz; anti-c-myc, #5605, Cell Signaling; anti-CD63, CBL553, Millipore; anti-CD9, CBL162, Millipore; anti-CD81, MAB4615, Bio-Techne; anti-Syntenin-1, ab133267, Abcam; GM130, #12480, Cell Signaling; Calnexin, #2679, Cell Signaling; anti-𝛽-actin, sc-47778, Santa Cruz). Membranes were then incubated for 1h at RT with goat anti-mouse IgG or goat anti-rabbit IgG secondary antibodies (Promega, Madison, WI, USA). Proteins were visualized using Clarity Western ECL Substrate (Bio-Rad) or SuperSignal™ West Pico PLUS (ThermoFisher Scientific). Images were acquired using the ChemiDoc™ Imaging system (Bio-Rad). Protein levels were quantified using the Image Lab software (version 5.2.1 build 11, Bio-Rad). Experiments were repeated at least three times.

**Profiling by TaqMan Human MicroRNA Arrays**

Briefly, 3 μL of total RNA (EV profiling) or 10ng of total RNA (intracellular profiling) were reverse-transcribed into cDNA by the TaqMan MicroRNA Reverse Transcription Kit and Megaplex RT set pool A and B v3.0 (Applied Biosystems). The resulting cDNAs (5 μL) was then pre-amplified for 14 cycles using the corresponding Megaplex™ PreAmp Primers and TaqMan PreAmp MasterMix. Real-time quantitative PCR (RT-qPCR) was carried out with 18 μL of 1 in 4 diluted cDNA template was diluted and mixed with TaqMan Universal PCR Master Mix, and loaded into each of the eight fill ports on the TaqMan Array. TaqMan MicroRNA Arrays were then run using the QuantStudio 12K Flex Real-Time PCR System (ThermoFisher Scientific). All reactions were performed according to standard manufacturers' protocols.

**Genome-wide expression profiling**

RNA samples have been amplified, fragmented, and labeled for array hybridization according to the manufacturer’s instruction. Samples were then hybridized ON, washed, stained, and scanned using the GeneChip Hybridization Oven 640, Fluidic Station 450 and Scanner 3000 7G (Thermo Fisher Scientific) to generate the raw data files (.CEL files). Quality control and normalization of CEL files were performed using Transcriptome Analysis Console (TAC) software v4.0 (Thermo Fisher Scientific) by performing “Gene level SST-RMA” summarization method with human genome version hg38. The analyses were performed in two independent biological experiments and gene expression data were Log2 transformed before analyses.

**Flow Cytometry**

An anti-hCD271 (eBioscience, ThermoFisher) was used to detect the lentiviral NGFR. We performed FACS analysis and sorting on FACS Calibur, Canto2, and Aria2 cytometers (Becton Dickinson) and MoFlo Astrios cell sorter (Beckman Coulter). We analyzed flow cytometry data using FlowJo software (Becton Dickinson). The proliferation assay was performed by counting absolute cell numbers with the AccuCheck counting beads (cat. PCB100, ThermoFisher) according to the manufacturer’s instructions. Cell viability was measured by propidium iodide exclusion.

Leukemia cells were co-incubated with 2x10^8^ PKH26-labeled EV, derived from CUTLL1 empty-vector or miR-17-92 cluster, for 48h at 37C in a media containing EV-depleted FBS and washed repeatedly to remove unbound EV. Cellular internalization of PKH26-positive EV was measured by MoFlo Astrios cell sorter (Beckman Coulter).

**Single cell RNA-sequencing (scRNA-Seq)**

Leukemia cells from cryopreserved bone marrow samples of T-ALL patients were isolated as CD45+CD3-CD99+CD7+ cell fraction by FACS-sorting as previously reported[3]. Isolated cells from each sample were labeled with the BD Single-Cell Multiplexing Kit (cat. 633781, BD Biosciences) for 1 hour following the manufacturer’s protocol. The cell viability and concentration were determined with the BD Rhapsody Scanner system after staining with viability dyes, Calcein AM (1:200 dilution; cat. #C1430, ThermoFisher) and DRAQ7^TM^ (1:200 dilution; cat. #564904, BD Biosciences), and incubation for 5 min at 37°C. Cells were counted using the Improved Neubauer Hemocytometer (INCYTO). Afterward leukemia cells for each sample at d0 and d30 were pooled equally in 650ml cold BD Sample Buffer and three BD Rhapsody cartridges were loaded with 10,000 pooled cells for single cell separation. Single cells were isolated using Single-Cell Capture and cDNA Synthesis with the BD Rhapsody Express Single-Cell Analysis System according to the manufacturer’s recommendations (BD Biosciences). Based on the number of viable cells revealed and captured on the beads, the final resuspension volume was calculated to subsample and sequence about 4,000 cells. Whole transcriptome and Sample Tag amplification was performed with the BD Rhapsody Whole Transcriptome Amplification Kit (cat. #633774) following the manufacturer’s instructions. Unwanted PCR products and other small molecules were excluded performing a side cleanup using the AMPure XP Beckman magnetic beads (cat. #A63880, Beckman Coulter). DNA quantity and quality control were performed using the Qubit^TM^ dsDNA HS Assay Kit (cat. # Q32851, ThermoFisher Scientific) and the electrophoresis system Agilent 2200 TapeStation, cartridge (cat. #5067-5584). Sequencing was performed in paired-end mode (2*75 cycles) on NextSeq 500 System (Illumina) with the NextSeq 500/550 High Output Kit v2.5 (150 Cycles) chemistry to reach a depth of 75,000 reads for WTA and 500 reads for SMK per cell for a total of 80,000 reads per cell on average. Sequencing data were processed on the Seven Bridges Platform (<https://www.sevenbridges.com/>) for sample demultiplexing and generation of expression sparse matrixes. Briefly, a quality sequencing step was performed to filter out reads with a Phred quality score below 20, reads with a single type of nucleotide and short reads (less than 60 bases for R1 and less then 42 for R2). UMI counting was done including sequencing reads correction, recursive substation error correction (RSEC) and distribution-based error correction (DBEC). Accepted reads were aligned to the reference genome (GRCh38) for identification and quantification and subsequently the count genes matrix was generated. Highly dimensional Sc-RNA-Seq data were analyzed using the SeqGeq software (Becton Dickinson) for visualization, clustering and differential expression analysis. Only cells with mitochondrial read rate ≤ 30%, detectable genes ≥ 200 and genes expressed in 10 or more cells were considered passing the QC and further analyzed using functions provided with the Seurat library. In the end, we counted 6,322 total cells. Data were log normalized regressing out both the number of counts and percentage of reads aligning to mitochondrial genes. Clusters were allocated to cell populations based on gene markers using uncentered correlation and centroid linkage.

**Bioinformatics analysis**

How the deposited data were processed for this re-analysis (not part of the article)

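RNA of CUTLL1 cells was measured on 8 Clarion S Human arrays, 2 for each of 4 groups: cells with the empty vector (Empty-V) or with the miRNA cluster of the host gene MIR17HG (cluster cells), cultured for 2 days with 1 µM GSI or with DMSO. The condition of each array was taken from its label, and all 8 were mapped. The authors hybridized the samples and summarized the probes of each gene with SST-RMA in Transcriptome Analysis Console, on annotation for hg38 according to the supplement, and deposited log2 values. SST-RMA corrects the background and normalizes the arrays to a common distribution. The deposited values, rounded to 2 decimals, lie between 1.97 and 18.49 and were used without further scaling. Their number, 2 arrays per group, limits the precision. Probe sets take their gene from the platform's annotation, 17709 of 21448 with 1 gene name and 3739 with none. Positions are those of RefSeq on GRCh38. No probe set is named for MIR17HG itself.

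Values were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) as 4 group means over all 8 arrays, with 4 residual degrees of freedom and a prior of 5.29. The 6 comparisons were GSI against DMSO across vectors, in Empty-V cells and in cluster cells, the cluster against Empty-V under GSI and under DMSO, and the difference of the GSI effects between vectors. P-values were adjusted by the Benjamini-Hochberg method over all probe sets within a comparison, with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 between genes and adjusted over the 24 lists, and again with an estimated correlation and with fry, which tests whether a list's genes move one way on balance. The lists cover NOTCH1 targets, the paper's ddPCR panel, the genes the paper names for Mod-A and Mod-B, ribosome biogenesis, mitochondrial translation, oxidative phosphorylation, glycolysis, cholesterol synthesis, amino acid response, DNA replication, mitosis, cell cycle inhibitors, apoptosis, literature targets of the cluster, T-cell differentiation, immediate early response, interferon response, p53 targets, housekeeping genes and markers of B cells, myeloid cells, stroma and epithelium, and erythroid cells. Of their 582 genes, 527 have a named probe set.

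Quantitative traits were correlated in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with an absolute Pearson r above 0.8, and counted again over all 35 splits of the arrays into 4 and 4 or all 28 into 2 and 6. The paper names BRB ArrayTools with a permutation test for this step, which was not run here. Probe sets chosen in one set of arrays (500 in each direction, or 1000 for the slope) were read in the other. Figures were drawn with matplotlib 3.10.9.

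The lists, comparisons and tests and the rule for named genes were fixed before the data were examined. The named genes are, among probe sets of 1 named gene that passed and whose arrays did not overlap between the groups compared, the 10 with the largest change in each direction for GSI, the 6 for the cluster under GSI and for the difference in response and the 4 for the cluster under DMSO, with every gene the paper names for this experiment and up to 4 members of each list with the smallest p. The alternatives fixed at the same time were the set as a block, a threshold of 0.1, leaving out probe sets with a mean below 5.31, quantile normalization of the deposited values, an intensity trend with a robust fit, only the 4 arrays compared, leaving out each array, an absolute r above 0.9 and a Spearman correlation above 0.7. The 25% of probe sets with the largest SD, the slopes with the other set as instrument and the block with crossed numbers were chosen after seeing the data, and of these the slopes with Empty-V or cluster cells choosing were added before any slope was known.

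Labels number the arrays of each group as set 1 or set 2, and the supplement names 2 independent biological experiments, so the numbers were taken to pair the samples. The deviations of the arrays from their group means, correlated between groups over probe sets, gave r between -0.240 and -0.192 for all 6 pairs of groups. The main model, fixed beforehand, has no block, and the block was used as an alternative. Correlations below 0 make differences between groups vary more than the main model assumes, so its p-values may be too small. With the block fewer probe sets were called in each comparison, such as 1006 instead of 1680 for GSI across vectors. For the cluster under GSI 33 instead of 230 were called.

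On simulated data with 100 changed probe sets of each size, the model recovered 89% of log2 changes of 1 for GSI across vectors, 52% for GSI in Empty-V cells and for the cluster under DMSO, 36% for GSI in cluster cells, 37% for the cluster under GSI and 4% for the difference in response. Of changes of 2 it recovered 100%, 95%, 98%, 94% and 71% in these comparisons. It also called 6 to 13 unchanged probe sets per comparison, 13 for the cluster under DMSO and 9 for the difference in response. The simulated arrays vary independently, without the correlations below 0 between groups seen here. These shares therefore need not hold for the data. A simulated slope of 0.6 was recovered as 0.576, and as 0.604 with the other set as instrument. Data on patients, vesicles and single cells that the paper reports were not used here.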

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

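The tests of γ-secretase inhibition and of the set structure below, and the slope over probe sets chosen by both vectors, were chosen after the result was seen, and the test of selection by noise, with Empty-V or cluster cells choosing, was added after the data were first seen and before any slope was known.

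The response to GSI differed between the vectors, by a test of the difference itself, for SFRP2 (-3.27), MCC (-2.34), FCMR (-2.31), SCG2 (-2.30), PRKCH (-2.03) and ICOS (-2.02), these 6 lower in cluster cells (limma; adjusted p = 0.0067 for SFRP2, and 0.0177 with the set as a block, where the other 5 missed the threshold). All 4 group means of MCC and 3 of the 4 of SCG2 lay below 5.31, the median signal of all probe sets, so the size of their differences is limited by the background. The single direction is that of these 6 calls: with an intensity trend and robust fit 59 probe sets were higher and 52 lower, at a threshold of 0.1 4 and 17, and without dim probe sets 3 and 11. None of the 6 passed without each of the 8 arrays in turn, and SFRP2 passed without 4 of them. For 11 gene lists the median difference of the response between vectors was called by camera, and none of them with an estimated correlation, where the lowest adjusted p was 0.0950. The medians were 0.27 for ribosome biogenesis, 0.63 for mitochondrial translation, 0.53 for oxidative phosphorylation, 0.31 for glycolysis, 0.32 for cholesterol synthesis, 0.57 for amino acid response, 0.57 for DNA replication, 0.28 for mitosis, -0.27 for literature targets of the cluster, -0.16 for T-cell differentiation and -0.35 for the immediate early response.

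The GSI response in cluster cells had a slope of 0.633 on that in Empty-V cells, over probe sets chosen by Empty-V cells. Noise in Empty-V cells as the whole source of the smaller response would bring a slope of 0.9 or more once the other set serves as instrument, and the slope was 0.660 (0.690 and 0.631), which argues against it. Its size depends on the choice of probe sets: when cluster cells chose them the same slope was 0.898 (0.915 and 0.881), and when the mean of both vectors did it was 0.755 (0.786 and 0.724). A weaker block of γ-secretase would shrink the response of NOTCH1 targets by the same factor. Over the 22 measured ones, with Empty-V cells as instrument, the slope was 0.897 and 1.07, above 0.690 and 0.631. Without any 1 gene it was at least 0.840 and 1.01. With both vectors as instrument it was 1.01 (0.918 and 1.10), above 0.786 and 0.724, and at least 0.873 and 1.04 without any 1 gene. But with cluster cells as instrument it was 0.939 in set 2 and fell to 0.897 without 1 gene, below 0.915. This explanation therefore cannot be told apart from others. An effect of the cluster downstream of NOTCH1 stays open as a hypothesis, as do differences between the transduced cell populations that the design does not separate from the cluster.

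The arrays of one set deviated from their group means in opposite directions, with all 6 correlations between groups below 0. Numbers crossed in some groups would leave an assignment with positive correlations throughout. In the assignment with the highest mean the lowest correlation was still -0.239, which argues against crossed numbers. This result follows from the signs of the 6 correlations already seen and is not further evidence. Whether values were adjusted for the set before deposit stays open: the set accounted for 8.58% of the variance within groups, but the mean correlation between groups alone gives 8.53%, so this share tests nothing further. The methods text names no such step. No biological explanation was tested.

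GSI, averaged over both vectors, also moved gene groups that the paper does not report for these arrays. The median log2 fold change was -0.47 for ribosome biogenesis, -0.45 for mitochondrial translation, -0.21 for oxidative phosphorylation, -0.41 for glycolysis, -0.29 for cholesterol synthesis, -0.74 for amino acid response, 0.64 for T-cell differentiation and 0.56 for the immediate early response, each called by camera. With an estimated correlation mitochondrial translation, oxidative phosphorylation and glycolysis were not called (adjusted p = 0.105, 0.299 and 0.226). Under DMSO the cluster gave medians of 0.31 for cholesterol synthesis (adjusted p = 1.32e-04, and adjusted p = 0.191 with an estimated correlation) and -0.23 for amino acid response (adjusted p = 0.00293, and adjusted p = 0.489 with an estimated correlation), with no single gene past the threshold in limma and, adjusted over the list alone, 3 higher and 4 lower. The unnamed probe set TC1300007706.hg.1 was higher with the cluster by 5.61 under GSI and by 3.95 under DMSO, with group means of 6.90 in Empty-V DMSO, 6.24 in Empty-V GSI, 10.85 in cluster DMSO and 11.85 in cluster GSI, and the annotation gives it no gene. Its identifier places it on chromosome 13, as that of MIR17HG in RefSeq, and for named probe sets the chromosome in the identifier was that of RefSeq in 99.9%. Whether it detects the transduced transcript was not tested.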

How the results depend on the processing

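The block with crossed numbers, the most variable 25% of probe sets and the slopes with the other set as instrument were chosen after seeing the data (of these slopes, all but the one with both vectors before any slope was known), and the other alternatives were planned. Counts of called probe sets are given in the order GSI effect across vectors, GSI effect in Empty-V cells, GSI effect in cluster cells, the cluster under GSI, the cluster under DMSO and the difference in response. They were 1680, 1601, 336, 230, 9 and 6, and 1006, 825, 178, 33, 3 and 1 with the set as a block. At a threshold of 0.1 they were 2727, 2599, 623, 927, 9 and 21. Without dim probe sets they were 2506, 2359, 582, 911, 39 and 14, with quantile normalization 1729, 1579, 335, 249, 5 and 6, and with an intensity trend and robust fit 2673, 2551, 721, 1232, 45 and 111. With only the 4 arrays compared the GSI effect was called for 841 in Empty-V and 177 in cluster cells, and the cluster effect for 34 under GSI and 0 under DMSO, where limma on all arrays gave 2092 at an unadjusted p under 0.05. Leaving out each array in turn gave 953 to 1341, 514 to 1310, 127 to 285, 4 to 85, 0 to 3 and 0 to 2; where a group was left with 1 array, that array was assumed to vary like the other groups. With the set numbers exchanged in both GSI groups, the block gave 1758 and 1659 for GSI across vectors and in Empty-V cells, 3 for the cluster under DMSO and 1 for the difference in response. Between groups of 2 arrays the counts for the cluster and for the difference in response depend on the settings more than those for GSI do.

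The trait counts of 1960 for GSI and 2169 for Empty-V cells with GSI became 627 and 612 at an absolute r above 0.9, 3911 and 4444 with Spearman correlations and 1022 and 945 within the most variable 25%; leaving out each array gave 2156 to 2716 and 1689 to 3025. The mean shift against the direction of GSI in the other set was 0.32, and 0.38 with 200 probe sets in each direction and 0.36 without dim probe sets. The slope of 0.633 was 0.702 with 400 probe sets, 0.660 with the other set as instrument and 0.755 when both vectors chose the probe sets. With the vectors exchanged, the slope of the Empty-V response on that of cluster cells was 1.11, or 0.898 in the direction of the others. The cause of these changes was not tested, apart from thresholds, fewer probe sets and fewer arrays, which change a count by construction.

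For single named genes 2193 comparisons with an alternative kept their side of the threshold, 164 lost the call and 19 gained it. None turned its direction where the main value or the alternative passed. Turns between values that both missed the threshold were not counted. For gene lists 243 kept their call, 32 lost it, 28 of these with an estimated correlation, and 13 gained it, all with fry. For GSI the lists that gained a call were apoptosis, p53 targets, B-cell, erythroid and housekeeping genes. For the cluster under GSI they were T-cell differentiation, the paper's Mod-B genes, cell cycle inhibitors, B-cell and housekeeping genes. For the difference in response they were cell cycle inhibitors, B-cell and housekeeping genes. The block changed the call of no list. A test of the miRNA seed sites in 3′ UTR sequence was planned and not run, since no genome sequence was used here. Of the probe sets, those below the median signal of 5.31 lie nearest the background of the arrays, which limits what can be seen for dim genes.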

Differences from the paper's values

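The only alternative here that was chosen after the values were seen is the most variable 25% of probe sets.

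For Mod-A the paper's count is 966 genes, and 1960 probe sets passed the same cutoff on the absolute correlation here. None of the alternatives set before the data were examined came within a factor of 1.5, with 627 at an absolute r above 0.9, 1628 without dim probe sets, 2131 with the set as a block and 3911 with Spearman correlations. The paper's Table S2 has 567 Mod-A_UP and 399 Mod-A_DOWN entries, against 1088 and 872 here, and no such alternative came within that factor for either, with 366 and 261 at an absolute r above 0.9 and 895 and 733 without dim probe sets.

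For Mod-B the paper's count is 765 genes, and 2169 probe sets passed here. At an absolute r above 0.9, set before the data were examined, the count was 612, within a factor of 1.5 of the paper's, and it was not with the set as a block (2405), without dim probe sets (1741) or with Spearman correlations (4444). The paper's Table S2 has 389 Mod-B_UP and 376 Mod-B_DOWN entries, against 1124 and 1045 here. At an absolute r above 0.9 these were 328 and 284, within that factor, and under the other 3 alternatives they were not. This nearness is one of counts alone. The matched Mod-B_UP and Mod-B_DOWN genes had median r of -0.89 and 0.88, so much of each set did not pass 0.9. The paper also required a false discovery rate from permutations, which was not applied here.

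With only the most variable 25% of probe sets, chosen after seeing the values, 1022 and 945 probe sets passed for Mod-A and Mod-B, within a factor of 1.5 of the paper's counts. This choice drops 23 of 856 matched Mod-A genes of Table S2 and 19 of 660 matched Mod-B genes.

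From a pathway analysis the paper describes Mod-A as containing NOTCH2, NOTCH3, NOTCH4, MYC, CTNNB1, GATA1, GATA2 and GATA3, and Mod-B as enriched in 10 named genes. Whether the pathway software added some of them to the members of the modules was not examined here, and the counts that follow are differences only for genes that were meant as members. Of the 8 for Mod-A, 2 passed the cutoff for the GSI trait here, NOTCH3 and GATA3, and the same 2 are in the paper's Table S2. At the limma threshold MYC passed without dim probe sets, with an intensity trend and robust fit, and without Empty-V GSI replicate 1. Of the 10 for Mod-B, FOXM1 passed the cutoff for the trait of Empty-V cells with GSI here, ETS1 and NFE2L2 passed that for the GSI trait, and 0 are in the paper's Table S2. Of the 10 ddPCR genes on the array, 8 passed the cutoff for the GSI trait and 8 are in the paper's Mod-A.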

Other observations

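The tests of a variability filter, of the spread of random draws and of splits with balanced sets below were chosen after the result was seen, and those over all other splits of the arrays and over seed motifs were planned.

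With GSI, genes of ribosome biogenesis, amino acid response and cholesterol synthesis were lower in CUTLL1 cells, and these calls held with an estimated correlation. Those of mitochondrial translation, oxidative phosphorylation and glycolysis had lower medians, and their calls did not hold with it. These values average both vectors. For each of these lists the GSI response was higher in cluster than in Empty-V cells, by medians of 0.27 to 0.63. These differences were not called with an estimated correlation. For oxidative phosphorylation the mean over both vectors was -0.22 and the mean difference 0.56, so the list mean did not fall in cluster cells. Of 30 genes of ribosome biogenesis 13 fell, none rose and 17 did not pass (21 fell adjusted over the list alone, 5 over all probe sets with the set as a block), among them NOLC1 at -0.87 and NPM1, a nucleolar chaperone, at -0.85 (camera, adjusted p = 1.82e-12 from limma, and adjusted p = 0.0322 with an estimated correlation). Of 27 genes of the amino acid response 19 fell, 1 rose and 7 did not pass (21 fell and 2 rose adjusted over the list alone), among them SLC7A11, the cystine transporter, at -1.84, PSAT1, of serine synthesis, at -1.35 and PHGDH at -1.28 (adjusted p = 6.38e-15, and adjusted p = 0.0322 with an estimated correlation). Of 18 genes of cholesterol synthesis 6 fell, none rose and 12 did not pass (9 fell adjusted over the list alone, 3 over all probe sets with the block), led by MVD at -1.13 and DHCR7 at -0.74 (adjusted p = 1.02e-04, and adjusted p = 0.0361 with an estimated correlation). Of 25 genes of mitochondrial translation 7 fell and 18 did not pass (18 fell adjusted over the list alone, 3 over all with the block), led by MRPL3 at -0.92 (adjusted p = 1.90e-11, and adjusted p = 0.105 with an estimated correlation). Of 26 genes of oxidative phosphorylation 4 fell and 22 did not pass (5 fell adjusted over the list alone, 2 over all with the block; adjusted p = 2.87e-04, and adjusted p = 0.299 with an estimated correlation). Of 18 genes of glycolysis 6 fell, among them TPI1 at -0.97 and LDHA at -0.73, while SLC2A3, a glucose transporter, rose (adjusted p = 1.85e-04) and 11 did not pass (10 fell and 1 rose adjusted over the list alone; adjusted p = 7.95e-06, and adjusted p = 0.226 with an estimated correlation).

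Under GSI the cluster raised 4 of 18 genes of cholesterol synthesis, LSS by 1.36, FDPS by 1.00, NSDHL by 0.94 and DHCR7 by 0.87, all 18 lay above 0 and 14 did not pass (10 higher adjusted over the list alone; camera, adjusted p = 1.41e-10, and adjusted p = 0.0440 with an estimated correlation). None of the 4 passed in limma with the set as a block (adjusted p = 0.0861 for LSS). Genes of oxidative phosphorylation had a median of 0.42, with 1 of 26 higher (6 adjusted over the list alone), mitochondrial translation one of 0.45, with 1 of 25 higher (3 adjusted over the list alone), ribosome biogenesis 0.23 and amino acid response 0.20, with no gene past the threshold in limma (0 and 3 higher adjusted over the list alone), all called by camera and each with adjusted p = 0.213 with an estimated correlation. With the set as a block no gene of these 4 lists passed. Glycolysis had a median of 0.26, with no gene past the threshold (2 higher and 1 lower adjusted over the list alone; adjusted p = 0.00402, and adjusted p = 0.452 with an estimated correlation).

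With GSI, 4 of 21 apoptosis genes rose and 2 fell (5 and 2 adjusted over the list alone, 2 and 2 over all probe sets with the set as a block), with CASP8 at 1.13 and PMAIP1 at -1.26, and the list, with a median of -0.03 and a mean of 0.04, was not called (camera, adjusted p = 0.553). Of 22 p53 targets 1 rose and 6 fell (4 and 7 adjusted over the list alone, 1 and 3 over all with the block), led by GADD45A at -1.51 (adjusted p = 0.133 for the list). Of 28 interferon response genes 3 rose and 1 fell (4 and 2 adjusted over the list alone; adjusted p = 0.428). Among markers of other cell types 1 of 13 B-cell genes fell (POU2AF1, -1.37), 1 of 13 myeloid genes rose (CD68, 0.61, adjusted p = 0.0208, and 0.0523 with the set as a block, with all 4 group means below 5.31), 1 of 11 erythroid genes fell (TFRC, -1.32, an iron receptor that dividing cells also express) and 0 of 14 genes of stroma and epithelium passed in limma, with the same counts adjusted over each list alone; none of these lists was called (adjusted p = 0.428, 0.841, 0.400 and 0.753). Of 12 housekeeping genes HPRT1 fell, at -0.86, and 11 did not pass (1 rose and 2 fell adjusted over the list alone; adjusted p = 0.841), with a median of 0.01 and a mean of -0.04. With fry the apoptosis list was called higher (adjusted p = 0.0054). Lists called lower with fry were p53 targets (adjusted p = 0.0087), B-cell (0.0319), erythroid (0.0356) and housekeeping genes (0.0165). The interferon, myeloid, and stroma and epithelium lists were not called with it.

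Chance as the source of the calls with GSI was tested over the other splits of the arrays. For the GSI trait 1 of 35 splits, the real one, gave as many as 1960 probe sets, and the highest other gave 728. For the trait of Empty-V cells with GSI 1 of 28 splits gave as many as 2169, and the highest other gave 671. In a limma fit of 2 groups 1 of 35 splits gave as many as 916 probe sets for GSI, and the highest other gave 1. Over all splits the real one alone reached these 3 counts, a share under 0.05, but these splits take no account of the sets. There are 18 splits into 4 and 4 and 16 into 2 and 6 that keep both sets in equal numbers on each side. These are too few for a share under 0.05, with the same real and highest other counts (1960 and 728, 2169 and 671, and 916 and 1). Chance is therefore not excluded at that share, although the real counts lay far above the others.

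Table S2 holds fewer entries than probe sets passed its cutoff here, and a filter on variability that the text does not name was tested as a hypothesis. Of the matched Table S2 genes past the cutoff, 99.8% for Mod-A and 99.7% for Mod-B lie in the 25% of probe sets with the largest SD over the arrays, against 6.43% and 13.4% of the other probe sets past it. This is consistent with such a filter, though the same values led to the hypothesis.

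Lower levels of predicted targets with the cluster may come from the miRNAs themselves or from a general return of GSI-responsive genes toward the DMSO state. Under DMSO there is no GSI response to return from. There, Mod-B_DOWN genes with a listed motif of the cluster were lower than the others by a difference of medians of -0.065 (-0.095 in set 1 and -0.075 in set 2). No listed motif set is named for miR-18a, another member of the cluster, so its targets would count among the others. This may make the difference too small. The bound set for the test beforehand, below -0.05 in each set, was met, but it left out the spread between genes: of 10000 random draws of as many Mod-B_DOWN genes, 6.07% gave a difference as low. The paper also reports lower levels of these miRNAs when NOTCH1 signalling is shut down. Cells with DMSO thus already express them, which limits what a comparison under DMSO can show. The 2 explanations therefore cannot be told apart with these genes, and a direct effect of the cluster stays a hypothesis.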
